A study of Homo sapiens with 7 samples. Its data were reported in "SFSWAP is a negative regulator of OGT intron detention and global pre-mRNA splicing" (2025).

How the data were processed

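The screen measured guide RNA abundance in HCT116 cells that carried a GFP splicing reporter at the AAVS1 locus. Cells were given the Brunello guide library at a multiplicity of infection of 0.3, selected with puromycin for 8 days from day 2, and treated with 1 µM thiamet G for 24 h from day 9, replenished every 12 h. On day 10, cells with high GFP were sorted, and guides were sequenced from sorted and unsorted cells (3 libraries each) and from the guide library (1). The deposited values carry no replicate numbers, so the libraries are numbered by their place in the data, and the pilot replicate at 100-fold coverage could not be told from the 300-fold ones.

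By the series record, the authors checked reads with FastQC 0.11.9, trimmed them with cutadapt 3.3, mapped them to the Brunello guide sequences and tested them with MAGeCK, whose version the record does not give. The paper's list of resources names other versions of FastQC and cutadapt, and gives a version of MAGeCK-VISPR. The authors' guide table holds a normalised count per guide and library, which is the number of reads times 1 factor per library. The deposited signal columns named as means hold the median of the 3 values, for 99.8% of guides in input and 100% in sorted cells (within a share of 0.001 of the value plus 0.01). The deposited log2 fold changes, per guide and per gene, compare sorted with input cells. The deposited p-value columns come from MAGeCK's guide model and its gene ranking, and the deposited score is that of its robust rank aggregation (RRA). The guide library was deposited as a raw count per guide, and the sources differ on whether it came from unselected cells or from the plasmid preparation.

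Values were read with python 3.11.15 and pandas 2.3.3. Low values were whole multiples of 1 step per library, so whole reads were recovered with a tolerance of 0.1. Depth was 26.2 to 31.0 M reads (in units of 1000000) per cell library, with medians of 302 to 321 reads per guide in input and 263 to 313 in sorted cells, and a median of 396 in the guide library. Of 77441 guides, 77388 were tested, those at 0 in all 6 libraries being left out. Guide sequences were matched to GRCh38 with GENCODE 44 as 20 bases followed by NGG, and 96.0% of the 76441 targeting guides had 1 perfect site. Positions are those of this match.

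Guide differences were tested with limma 3.58.1 (lmFit and eBayes with trend, R 4.3.3) on log2 of the normalised count plus 1. Genes were ranked in each direction by a re-implementation of RRA on the guides' one-sided p-values (alpha 0.25, null of 1000000 draws, smallest p 1e-06), with Benjamini-Hochberg adjustment and a threshold of 0.05. Adjusted p-values of genes are from this test unless limma is named. Gene log2 fold changes and their standard errors came from limma on the mean over a gene's guides. The p-values measure spread between libraries labelled as biological replicates, whereas RRA takes its null over guides. In the 3 simulations, 15.3% of 150 genes changed 2-fold were called, 92.7% of those changed 4-fold and 98.7% of those changed 8-fold. In total, 8 unchanged genes were called enriched and 3 called depleted. Unchanged simulated genes had a median log2 fold change of -1.13, against -0.56 for all genes in the screen. The simulated libraries thus differed from the real ones, and these shares may not hold for the screen.

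Gene lists were tested with limma's camera (preset correlation 0.01, an estimated correlation and a rank version) and with Fisher's exact test, adjusted over the 30 lists. The lists were the O-GlcNAc and hexosamine pathway, glucose uptake and glycolysis, the pentose phosphate pathway, Sm proteins, the LSm2-8 ring, U1, U2, tri-snRNP, Prp19, late and minor spliceosome lists, SR proteins, SR protein kinases, hnRNP proteins, the exon junction complex, m6A genes, cleavage and polyadenylation, Integrator, nuclear exosome, cap binding and export, nonsense-mediated decay, SUMO, snRNP assembly, ribosomal proteins, proteasome, DNA replication, aminoacyl-tRNA synthetases, RNA polymerase II, olfactory receptors and 14 genes named in the study's text or only in its list of siRNA reagents. Lists were fixed before the data were examined but after the paper had been read. Input was set against the guide library without a test, by the median log2 ratio after scaling to the median guide, with its percentile among 10000 random lists matched in 20 bins of library reads.

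Genes named were the 20 with the smallest enrichment p, the 5 with the smallest depletion p if they passed, the 4 members of each list with the smallest p and those 14 genes, a rule fixed before the data were examined. Guides are shown for OGT, SFSWAP, ALDOA and ZNF236 by that rule. HBB guides are shown because the reporter carries HBB exons, and were added to the figure after their values were seen. Alternatives were other pseudocounts, filters, scalings, RRA settings, thresholds and gene summaries, the authors' deposited guide p-values, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, and each library left out in turn. A filter on a mean input of at least 200, and a fit with the place in the table as a block, were chosen after the data were seen. Percentiles and intervals used numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures matplotlib 3.10.9. TXNL4A, SRSF8 and PIAS1 were absent from the guide table.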

Results

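The screen asked which genes, once lost, raised the output of a GFP splicing reporter in HCT116 cells, a human colorectal carcinoma line. The reporter carried OGT intron 4 with exons 4 and 5, flanked by β-globin (HBB) exons 2 and 3 and intron 2. OGT encodes O-GlcNAc transferase, the enzyme that adds O-GlcNAc to nuclear and cytoplasmic proteins, and its intron 4 is detained in the nucleus when O-GlcNAc is abundant. Cells received the Brunello library, a genome-wide set of CRISPR guide RNAs, at a multiplicity of infection of 0.3. Thiamet G (TG), an inhibitor of O-GlcNAcase (OGA) that raises O-GlcNAc and lowers reporter GFP, was given at 1 µM for 24 h, and cells with high GFP were sorted on day 10. The data held 3 libraries from sorted cells, 3 from unsorted cells (input) and 1 library that measured the guide pool itself. Input libraries held 29.5, 27.8 and 28.1 M reads, sorted libraries 30.4, 26.2 and 31.0 M and the guide pool 35.8 M (in units of 1000000). The pilot replicate was grown at 100-fold and the others at 300-fold library coverage, but which of the libraries was the pilot could not be told from the values, so libraries are named 1 to 3 by their place in the data.

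Nearly all guides were present in the guide pool. Of 77441 guides against 19112 genes, including 1000 non-targeting guides, 99.9% had at least 1 read (95% exact interval 99.8 to 99.9%), 99.7% at least 10 and 98.0% at least 100. Every guide was read for 19007 genes. The 90th percentile of guide reads was 4.67 times the 10th. Guides with no read made up 0.139% of the pool, 0.199, 0.173 and 0.227% of the input libraries, and 7.80, 10.8 and 7.26% of the sorted libraries. These intervals cover counting error only, as the reads carried no molecular identifiers. The sources differ on whether this library came from unselected cells or from the plasmid preparation.

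Guides against genes that proliferating cells need were scarcer in input cells than in the guide pool. Relative to the guide pool, the median log2 ratio in input cells was -1.15 for cytosolic ribosomal proteins (74 genes, 0.452-fold), -1.07 for the Sm proteins that form the core of spliceosomal snRNPs, -0.89 for RNA polymerase II and -0.67 for the proteasome. It was -0.44 for DNA replication and -0.31 for aminoacyl-tRNA synthetases. The spliceosome lists as 1 set (116 genes) stood at -0.47, a 0.721-fold level, and the 4 essential control lists together (159 genes) at -0.67, or 0.628-fold. Olfactory receptors, which these cells have no known need for, stood at 0.06, above each of the 10000 random lists matched on pool reads. Scaled to non-targeting guides in place of the median guide, the median of all genes was -0.33, olfactory receptors stood at -0.26 and the spliceosome lists at 0.576-fold, so these levels hold relative to other genes. Of 30 lists, 18 lay below the 2.5th percentile of such random lists. Glycolysis (-0.17), the m6A machinery (-0.09) and Integrator (-0.19) did not. Only 1 guide pool library was measured, so no test was made.

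OGT itself was the gene most enriched among cells with high GFP. Its guides were 37.6-fold more abundant in sorted than in input cells, a log2 fold change of 5.23 ± 0.22 (SE, 3 input and 3 sorted libraries, adjusted p = 0.00147 by robust rank aggregation and 0.000226 by limma). The 4 guides held ranks 1, 2, 3 and 5 among guides with higher values in sorted cells. The guide GGCACGCGTATAACACTGCA, in exon 10 (chromosome X, 71557029 to 71557048, GRCh38), went from a normalised count of 159 ± 17.4 to 8853 ± 2626 (SD, n = 3 each). The guides in exon 7 (TGGCAATAGACACCTACAGG, 71555291 to 71555310), exon 12 (GAAGAAGTTGGTCAGTATTG, 71557528 to 71557547) and exon 2 (CTATACACTTCCAGTGTCGA, 71536328 to 71536347) had log2 fold changes of 5.50 ± 0.41, 5.26 ± 0.43 and 4.41 ± 0.32. All 4 lay in coding sequence, and none in exon 4 or 5.

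In all, 62 of 19112 genes were enriched in sorted cells and 1 was depleted at an adjusted p below 0.05, with 1045 and 1055 genes below an unadjusted p of 0.05. Several genes shared the smallest adjusted p of 0.00147 with OGT. Among them were ALDOA, a glycolytic aldolase (2.54 ± 0.14), ZNF236, a zinc finger protein (2.24 ± 0.26), and SMU1, a spliceosome component (2.24 ± 0.34). The test does not rank these tied genes, and CREBBP, SNRNP200 and DDX23, also tied, had larger log2 fold changes than ZNF236 and SMU1. Genes outside the lists examined included CREBBP, a histone acetyltransferase and coactivator (2.92 ± 0.37), TUT1, which adds uridines to U6 snRNA (1.55 ± 0.31), HMGA1, a chromatin protein (1.60 ± 0.33), GTF2A1, a subunit of the general transcription factor TFIIA (1.34 ± 0.23), and POLR3K, an RNA polymerase III subunit (1.11 ± 0.30). Each was higher in 3 of 3 sorted libraries. The call of TUT1 was lost without sorted library 2 or 3 (0.0872 and 0.160), that of GTF2A1 without sorted library 1 or 3 (0.191 and 0.169) and that of HMGA1 without sorted library 1, 2 or 3 (0.214, 0.155 and 0.224). With only guides of a mean input of at least 200, a filter chosen after the data were seen, the calls of CREBBP (1.32, adjusted p = 0.425) and SMU1 (2.30, 0.0989) were lost. The calls of HMGA1 (0.395) and GTF2A1 (0.209) were each also lost under an alternative that left out no library. The 4 ALDOA guides, in exons 8, 4, 5 and 4 on chromosome 16, had log2 fold changes from 2.22 to 2.94. Those of ZNF236, in exons 18, 13, 15 and 20 on chromosome 18, ranged from 1.21 to 3.85.

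Replication among sorted cells was weak. Across guides, log2 values correlated at 0.86 to 0.92 between input libraries and at 0.32 to 0.35 between sorted libraries, where guides are not independent replicates. Leaving out sorted library 2 or 3 left 19 and 20 enriched genes, of which 16 and 15 were among the 62, and leaving out sorted library 1 left 49, of which 34 were. OGT, ALDOA, ZNF236, SMU1, PGD, CREBBP, KIAA1429, DDX23, POLR3K and NCBP1 were the 10 genes called whichever library was left out. By limma on gene means, which uses only the spread between libraries, OGT, ALDOA and ZC3H13 passed and 3031 genes had an unadjusted p below 0.05. With the place in the table as a block, a fit chosen after the data were seen, 35 genes passed as higher and 15 as lower. The median over all genes was -0.56, against -0.08 for non-targeting guides. With equal totals the median of all genes was -0.77, with a pseudocount of 10 it was -0.30 and with edgeR on summed reads 0.03, so gene lists are given relative to it.

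**Figure D1:**
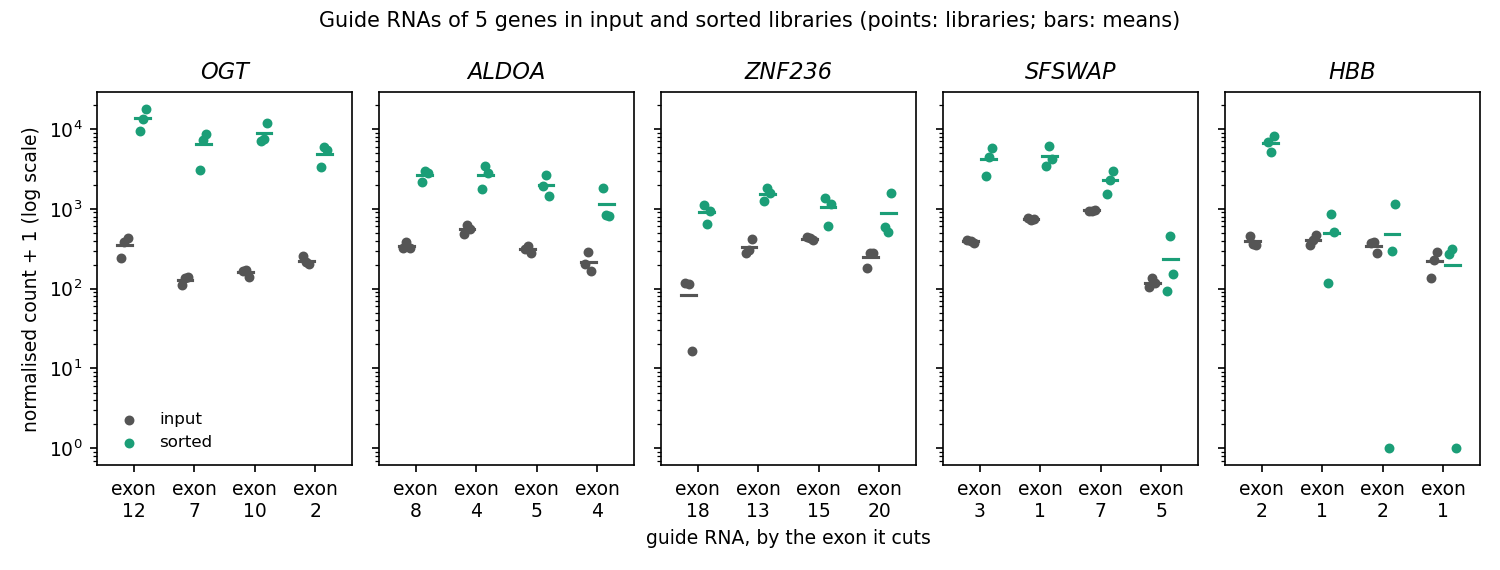
Normalised counts plus 1 (log scale, no unit) of each guide RNA of OGT, ALDOA, ZNF236, SFSWAP and HBB, labelled by exon, in input (grey) and sorted (green) libraries, with points for single libraries and bars for means. The 4 OGT guides rose from means of 128 to 352 in input cells to means of 4909 to 13539 in sorted cells, whereas 1 of the 4 HBB guides was far above its input values.

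Enzymes that handle glucose were enriched as a group. Of 19 genes of glucose uptake and glycolysis, 3 passed over all genes and 8 when adjusted over the list alone, and the list's median lay 0.75 above that of all genes (camera adjusted p = 2.52e-08, and adjusted p = 0.0456 with an estimated correlation). With edgeR on summed reads it lay 0.25 above. The 3 were ALDOA, the glucose transporter SLC2A1 (1.57 ± 0.24) and the dehydrogenase GAPDH (2.12 ± 0.30). PGK1, a downstream kinase, reached 1.31 ± 0.29 with an adjusted p of 0.140. In the pentose phosphate pathway, PGD, which makes ribulose 5-phosphate, passed (1.79 ± 0.20), but it was the only 1 of 8 genes to do so, over all genes or adjusted over the list alone. The list's median lay 0.03 above that of all genes, and its test did not pass (camera adjusted p = 0.0846). It passed under 3 of 15 alternatives (smallest adjusted p = 0.0218). Without sorted library 3, the adjusted p of SLC2A1 became 0.0908, and without sorted library 1 that of GAPDH became 0.489.

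Among 15 genes of O-GlcNAc cycling and the hexosamine pathway, OGT alone passed over all genes, and 3 passed when adjusted over the list alone. The list's median lay 0.21 above that of all genes, with a camera adjusted p of 0.0150 (adjusted p = 0.0918 with an estimated correlation, 0.424 on ranks). With edgeR on summed reads the median lay 0.06 above. GFPT1, which commits glucose to hexosamine synthesis, had a log2 fold change of 2.21 ± 0.65 and an adjusted p of 0.0965. Its values in sorted libraries 1, 2 and 3 were 3.69, 1.25 and 1.70, and its adjusted p was 0.824 without sorted library 1, but 0.0127 without sorted library 3 and 0.0317 and 0.0476 without input library 1 or 3. UAP1, which makes UDP-GlcNAc, had 0.99 ± 0.29 (0.114). The list's call was lost without sorted library 1, 2 or 3 (adjusted p = 0.0677, 0.135 and 0.132).

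Loss of spliceosome components was the broadest class among sorted cells. Of 116 genes in the Sm, LSm, U1, U2, tri-snRNP, Prp19 and late spliceosome lists, 19 were enriched (16.4%, 95% exact interval 10.2 to 24.4%), against 0 of 159 essential control genes (up to 2.29%). Their median lay 1.07 above that of all genes, and it was above in each sorted library (0.61, 1.31 and 1.11). Without sorted library 2 or 3, 2 and 5 of these genes passed, and the median lay 0.88 and 0.94 above. With only guides of a mean input of at least 200, a filter chosen after the data were seen, 2 of 99 passed and the median lay 0.86 above.

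The tri-snRNP, the U4/U6.U5 particle whose arrival readies the spliceosome for activation, had the most members enriched. Of 23 genes, 7 passed over all genes and 14 when adjusted over the list alone, with a median 1.36 above all genes (camera adjusted p = 5.86e-17, but adjusted p = 0.0906 with an estimated correlation), or 0.89 above with edgeR on summed reads. They included SMU1, its partner IK (2.00 ± 0.37), the helicase SNRNP200 (2.41 ± 0.48) and the helicase DDX23 (2.35 ± 0.27). The Prp19 complex, which stabilises the activated spliceosome, had 4 of 20 enriched, 10 adjusted over the list alone, and a median 1.07 above (4.95e-10, and adjusted p = 0.0456 with an estimated correlation). PRPF19, its ubiquitin ligase, stood at 2.29 ± 0.35, BCAS2 at 2.04 ± 0.28, PLRG1 at 1.84 ± 0.40 and ISY1 at 0.95 ± 0.48. Without sorted library 2 the calls of IK (0.0635), SNRNP200 (0.0727), PRPF19 (0.0504), BCAS2 (0.0635), ISY1 (0.0727) and PLRG1 (0.238) were lost, and without sorted library 3 those of IK (0.0950), SNRNP200 (0.111), PRPF19 (0.224) and PLRG1 (0.462). With the filter on mean input the log2 fold change of DDX23 was 1.35 and its adjusted p 0.395. The calls of BCAS2, PLRG1 and PRPF19 were each also lost under an alternative that left out no library. Across the alternatives the lowest log2 fold change of BCAS2 was 0.73, and the highest adjusted p of PLRG1 was 0.532.

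Sm proteins (8 genes) and the LSm2-8 ring that binds U6 snRNA (7 genes) had medians 1.36 and 0.95 above all genes, each with an adjusted p = 0.0456 with an estimated correlation. In these lists 1 and 2 genes passed over all genes, and 5 and 3 when adjusted over the list alone, with SNRPD1 at 1.73 ± 0.49, LSM2 at 1.62 ± 0.27 and LSM4 at 1.56 ± 0.33. The call of SNRPD1 was lost without sorted library 2 or 3 (0.231 and 0.310), that of LSM2 without sorted library 1, 2 or 3 (0.244, 0.185 and 0.0908) and that of LSM4 without sorted library 1 or 2 (0.371 and 0.106). In the U2 snRNP list, whose members recognise the branch site, 3 of 25 passed, 10 adjusted over the list alone, with a median 0.55 above (1.83e-05, but adjusted p = 0.0828 with an estimated correlation). SF1, the branch point binding protein, stood at 1.35 ± 0.28 and SF3B5 at 1.87 ± 0.39, whereas SF3A1 averaged 1.08 ± 0.74 and was lower in sorted library 1 (-0.74). These 3 calls were lost without sorted library 2 (0.177, 0.512 and 0.593) and 3 (0.282, 0.700 and 0.682), those of SF1 and SF3B5 also without input library 1 (0.0879 and 0.0608), that of SF1 without input library 3 (0.0568) and that of SF3B5 without sorted library 1 (0.0536). Factors of late steps and disassembly had 1 of 20 enriched, 9 adjusted over the list alone, with a median 1.14 above (1.32e-10, but adjusted p = 0.0616 with an estimated correlation), the 1 being TFIP11 (1.34 ± 0.25), whose adjusted p without sorted library 1, 2 or 3 was 0.112, 0.525 and 0.146. In the U1 list 1 of 13 passed, SNRNP70 (1.54 ± 0.34, but 0.175 and 0.203 without sorted library 2 or 3), and 3 adjusted over the list alone. Its median lay 0.28 above (0.0154, but adjusted p = 0.0918 with an estimated correlation, and 0.0647 and 0.130 without sorted library 2 or 3). On ranks the list's adjusted p was 0.108, and with edgeR on summed reads its median lay 0.54 above. All genes called in the Sm, LSm2-8, U2, late and U1 lists also lost their calls under an alternative that left out no library. Across the alternatives the highest adjusted p was 0.597 for SF1 and 0.988 for SF3B5, and their lowest log2 fold changes were 0.70 and 0.94.

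**Figure D2:**
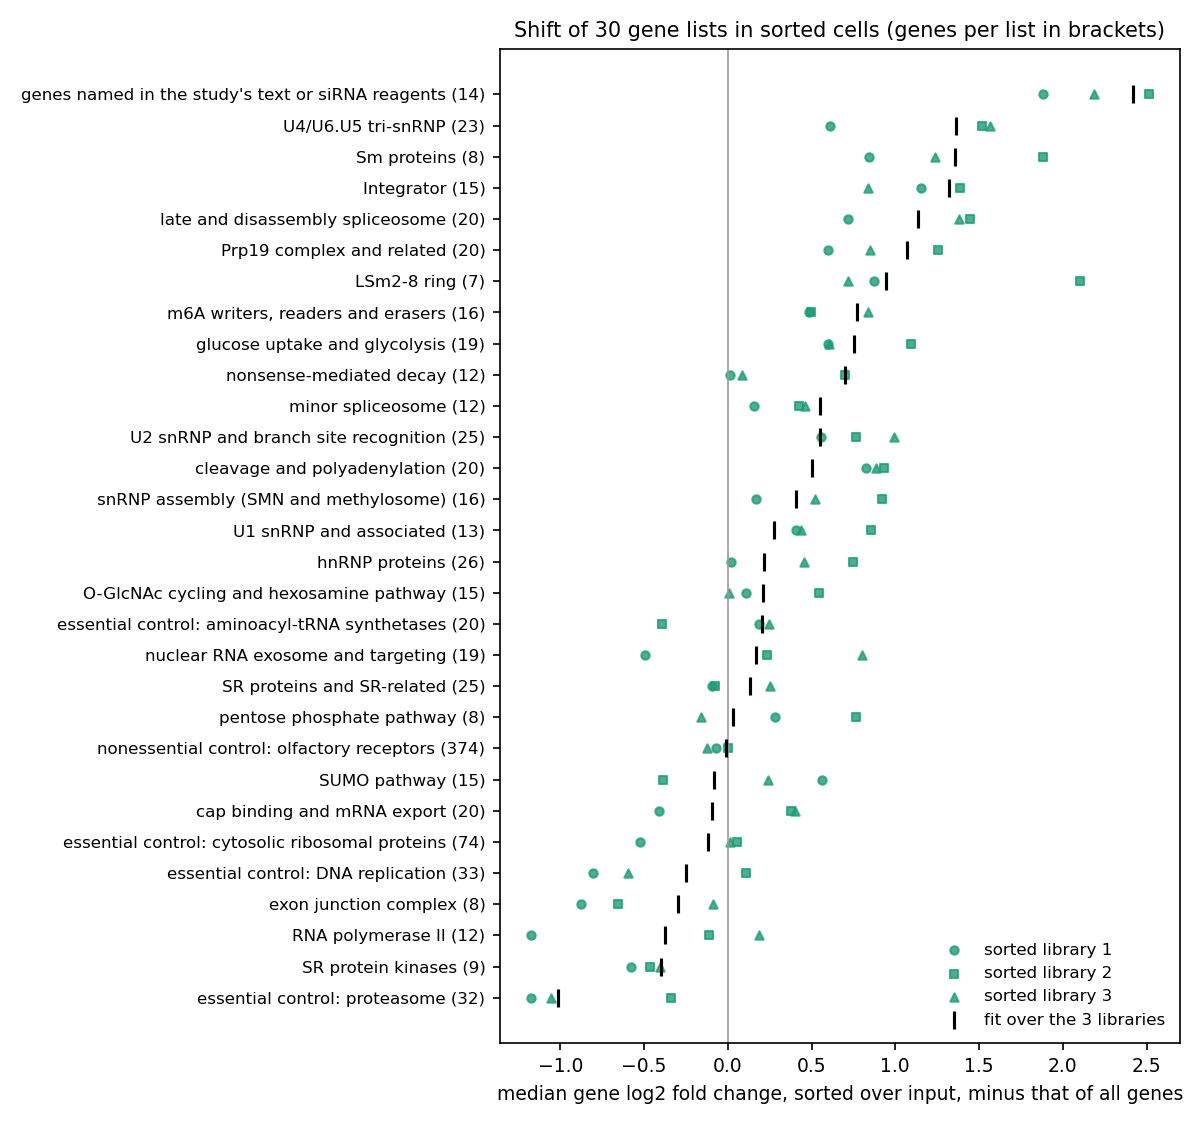
Median gene log2 fold change of 30 gene lists, sorted over input, minus that of all genes (x axis, log2 units), with green points for the 3 sorted libraries and black bars for the fit over them. Spliceosome lists, Integrator and glycolysis lay to the right of 0 in each sorted library, and the proteasome, at -1.02, to the left in each.

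Several other steps of nuclear RNA processing were represented. Integrator, which processes the 3' ends of snRNAs, had 3 of 15 genes enriched, 10 adjusted over the list alone, and a median 1.32 above all genes (camera adjusted p = 6.70e-12, and adjusted p = 0.0232 with an estimated correlation). The 3 were INTS7 (1.93 ± 0.30), the endonuclease CPSF3L (INTS11, 1.84 ± 0.34) and INTS4 (1.51 ± 0.31). All 3 calls were lost without sorted library 2 (0.161, 0.0694 and 0.176) and without sorted library 3 (0.478, 0.588 and 0.214), that of CPSF3L also without sorted library 1 (0.409), and with guides of a mean input of at least 200 the log2 fold change of CPSF3L was -0.04. In cleavage and polyadenylation, 2 of 20 passed, 8 adjusted over the list alone, with a median 0.50 above (2.62e-05, and adjusted p = 0.0456 with an estimated correlation). They were WDR33, which binds the polyadenylation signal (1.88 ± 0.24), and CPSF1 (1.28 ± 0.21). Both calls were lost without sorted library 2 (0.466 and 0.537) and without sorted library 3 (0.0750 and 0.0836), and CPSF1 was called in 1 of the 6 fits that left out a library. Of 16 m6A genes, 2 passed, over all genes and adjusted over the list alone, with a median 0.77 above (3.04e-05, but adjusted p = 0.0828 with an estimated correlation), or 0.38 above with edgeR on summed reads. Both belong to the writer complex, ZC3H13 (2.22 ± 0.21, but 0.0836 without sorted library 3) and KIAA1429 (VIRMA, 1.77 ± 0.29), whereas its catalytic subunit METTL3 had 0.63 ± 0.26 (0.681).

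Lists with smaller shifts were less stable. In the SUMO pathway, 2 of 15 genes passed over all genes, among them the E1 subunit SAE1 (1.78 ± 0.22), and 3 adjusted over the list alone. The list's test pointed up (0.0451, but adjusted p = 0.134 with an estimated correlation) while its median lay at -0.08, and the call was lost without each sorted library (0.275, 0.103 and 0.235), on scaling to non-targeting guides (0.0538) and with the mean input filter (0.0779). With edgeR on summed reads its median lay 0.17 above, and without sorted library 2 or 3 the adjusted p of SAE1 was 0.156 and 0.385. hnRNP proteins (26 genes) had 0 enriched by rank aggregation or limma, 2 adjusted over the list alone, and a median 0.22 above (0.0150, but adjusted p = 0.0906 with an estimated correlation, and 0.103 and 0.146 without sorted library 2 or 3). For snRNP assembly (16 genes), 0 passed by rank aggregation or limma, over all genes or adjusted over the list alone, with a median 0.41 above (0.0150, but adjusted p = 0.0918 with an estimated correlation, and 0.117 and 0.0938 without sorted library 2 or 3), or 0.23 above with edgeR on summed reads.

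Of the remaining lists, only the proteasome and the genes singled out by the study, both described after these, shifted at an adjusted camera p below 0.05 in the fit reported. Random lists matched on input gave a different order. Nonsense-mediated decay (percentile 99.98), the minor spliceosome (99.28) and ribosomal proteins (99.24) lay high without passing camera. The U1 (93.7), O-GlcNAc (91.7), hnRNP (89.5) and SUMO (46.3) lists passed camera but lay lower. The other lists that passed upward lay at 98.5 (snRNP assembly) or higher. Of 15 alternatives, the nuclear exosome list passed under 4, cap binding and mRNA export under 3, SR proteins under 2 and the minor spliceosome under 1. SR proteins and related factors had a median 0.13 above all genes (0.169), with SRSF7 (1.81 ± 0.40, but 0.0664, 0.283 and 0.278 without sorted library 1, 2 or 3) and SFSWAP enriched among 25 and 3 adjusted over the list alone. The nuclear exosome list had ZFC3H1, of its polyadenylated RNA targeting branch (0.70 ± 0.38, but 0.321 and 0.0883 without sorted library 1 or 3), enriched among 19 and 4 adjusted over the list alone, with a median 0.17 above (0.116). Cap binding and mRNA export had NCBP1, the larger nuclear cap-binding subunit, enriched among 20 (0.81 ± 0.57), and 1 adjusted over the list alone. NCBP1 was lower in sorted library 1 (-0.62), and the list's median lay at -0.09 although its test pointed up (0.126). No gene was enriched by rank aggregation or limma in the minor spliceosome (12 genes, median 0.55, 0.164), nonsense-mediated decay (12, 0.70, 0.169), the exon junction complex (8, -0.30, 0.126), SR protein kinases (9, -0.40, 0.318), or RNA polymerase II (12, -0.37, 0.820, its test pointing up), over all genes or adjusted over the list alone, while 1 gene of nonsense-mediated decay was depleted when adjusted over the list alone. Enrichment was likewise absent for DNA replication (33, -0.25, 0.264) and olfactory receptors (374, -0.01, 0.318). Ribosomal proteins (74, -0.12, 0.953) and aminoacyl-tRNA synthetases (20, 0.20, 0.356) also had 0 enriched over all genes, and 1 and 2 adjusted over the list alone, with 2 ribosomal genes depleted when adjusted over the list alone. With edgeR on summed reads the medians of RNA polymerase II (0.35), ribosomal proteins (0.29) and cap binding and export (0.30) lay above that of all genes, so their sign depended on the method, and those of the exosome and nonsense-mediated decay lay 0.46 and 0.32 above. Members of these lists below an unadjusted p of 0.05 included POLR2B, RPLP0, MARS and MCM7.

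Genes singled out by the study, in its text or only among its siRNA reagents, were higher in sorted cells, with SFSWAP among them. PPP1R8, LSM4, BCAS2, ZNF236 and ZNHIT2 were among the siRNA reagents alone. Of these 14 genes, 9 passed over all genes and 14 when adjusted over the list alone. The study drew on these libraries, so this is not independent evidence of their direction. The median lay 2.42 above that of all genes (camera adjusted p = 8.83e-42, and 0.00374 with an estimated correlation). The 5 that did not pass were GFPT1, PPP1R8, a nuclear inhibitor of protein phosphatase 1 (1.26 ± 0.17, 0.0539), ELAVL1, an AU-rich element binding protein (1.26 ± 0.21, 0.310), ZNHIT2, which takes part in snRNP assembly (2.30 ± 0.52, 0.405), and HNRNPU (1.74 ± 0.54, 0.751). All 14 were higher in 3 of 3 sorted libraries.

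SFSWAP, an SR-related splicing factor, had a log2 fold change of 1.95 ± 0.26 (adjusted p = 0.00415 by rank aggregation, 0.111 by limma). Its guides differed in strength. The guide in exon 3 (GCTACCGTAAGTGAACCCCA, chromosome 12, 131714879 to 131714898) rose from 392 ± 15.1 to 4244 ± 1596 (SD, n = 3 each, log2 fold change 3.36 ± 0.36). The guide in exon 1 (GAGGAACCGACCTGTCGATG, 131711439 to 131711458) stood at 2.58 ± 0.36, and both had an adjusted p of 0.0376 by limma. Those in exon 7 (CGCACCGTCTGCGTTGTGTG, 131728372 to 131728391) and exon 5 (GAAGCGCAGAAAGTCAAACT, 131725514 to 131725533) had 1.19 ± 0.35 and 0.65 ± 0.90 and did not pass. Without input library 1 the gene's adjusted p was 0.0567.

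Depletion from sorted cells was called for 1 gene and 1 list, but for 457 single guides by limma, against 71 enriched guides. With a pseudocount of 10, with guides of a mean input of at least 200, or with edgeR, 0 guides were called depleted, and 7, 4 and 0 enriched. With the place in the table as a block, 0 guides were depleted and 37 enriched, and 15 genes were lower by limma. Without input library 2 or sorted library 2, 0 guides were called in either direction, but without sorted library 1, 2055 were called depleted. EIF2S3, the gamma subunit of translation initiation factor eIF2, had a log2 fold change of -4.75 ± 0.54 (adjusted p = 0.0191). Its guides were already scarce in input cells, with a mean normalised count of 60.4, and without sorted library 1, 2 or 3 its adjusted p was 0.248, 0.392 and 0.563. Across the alternatives the log2 fold change of EIF2S3 ranged from -5.74 to -2.20. With a pseudocount of 10, edgeR or DESeq2, 0 genes were called depleted by rank aggregation. DESeq2 nevertheless called 1211 guides depleted and 1127 enriched. Its own gene test put 183 genes lower and 486 higher. Proteasome genes had a median 1.02 below that of all genes (-1.02, 32 genes, camera adjusted p = 0.00199, but adjusted p = 0.0616 with an estimated correlation). By rank aggregation or limma 0 of these genes were enriched or depleted, over all genes or adjusted over the list alone. With guides of a mean input of at least 200 the proteasome median lay at -0.17 (0.284), and with edgeR on summed reads at -0.09.

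The authors' deposited table, which ranks genes by MAGeCK on the same libraries, listed 71 genes as enriched at a false discovery rate of 0.05 and 0 as depleted, the smallest depletion rate being 0.714. In the analysis here 43 of those 71 were also enriched, 28 were not, and 19 were enriched here alone, while 0.230 shared genes would be expected of independent lists of these sizes. Both analyses used the same libraries, so the overlap is not a replication. All 71 had a log2 fold change above 0 here. OGT and ALDOA held ranks 1 and 2 in the authors' deposited table, and SFSWAP rank 21. The table listed 13 of the 14 genes named in the study's text or siRNA reagents, all but ZNHIT2. Among genes enriched in the authors' deposited table alone were the methionyl-tRNA synthetase MARS (log2 fold change here 1.91 ± 0.42, adjusted p = 0.0709), the Sm protein SNRPD3 (2.09 ± 0.77, 0.325) and HNRNPL, an hnRNP protein (1.00 ± 0.29, 0.568). By Fisher's exact test, members of 11 of the 30 lists were overrepresented among the genes enriched here, and of 16 among those of the authors' deposited table.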

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

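The filter on a mean input of at least 200 and the replicate block by place in the table were chosen after the data were seen, and the other alternatives before. The deposited values carry no replicate number, so only their place could serve as a replicate block. Deviations from the group means correlated at 0.159, 0.057 and 0.053 between input and sorted libraries in places 1, 2 and 3. Each library correlated best with its own place, a hint from the data and not from the design. With this block, 77 genes were enriched (56 of the 62), 1 was depleted, 37 guides were enriched, 50 genes changed by limma (35 up, 15 down) and 19 lists passed.

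Enriched genes numbered 62, against 19 with the filter on a mean input of at least 200, 123 at an FDR of 0.25, 3 by limma on gene means and 19 to 65 with 1 library left out. They numbered 68 with a pseudocount of 10, 86 with edgeR and 83 with DESeq2. With the filter 18 of the 19 were among the 62, and fewer guides were tested, so part of the fall came from the filter itself. The single depleted gene, EIF2S3, was joined by 1 other (2) at an FDR of 0.1 or 0.25. Counts were 0 with a pseudocount of 10 (1030 genes at an unadjusted p below 0.05), the filter (959), the authors' guide p-values (1052), edgeR (1012) and DESeq2 (1042), 0 by limma on gene means, and 0 to 1 with 1 library left out. The cause was not tested.

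Guides enriched numbered 71, against 7 with a pseudocount of 10, 4 with the filter, 0 with edgeR (3955 at an unadjusted p below 0.05), 1127 with DESeq2, 20858 by the authors' guide p-values and 0 to 491 with 1 library left out. Guides depleted numbered 457, against 0 with a pseudocount of 10, the filter, the block or edgeR, 1211 with DESeq2, 16236 by the authors' guide p-values and 0 to 2055 with 1 library left out. For the gene log2 fold change, sorted over input, genes changed by limma numbered 3, against 6 with pseudocount 10, 7 with the median over guides, 52 with the edgeR quasi-likelihood on recovered reads, 669 with DESeq2 on recovered reads (486 up, 183 down) and 2 to 1174 with 1 library left out. The highest, of which 1008 were down, came without sorted replicate 1, the library in place 1. The cause was not tested. DESeq2 gave no p for 2629 guides and 4 genes.

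Of 17 lists past the threshold, 7 passed with an estimated correlation, and these 7 (genes in the study's text or siRNA reagents, glycolysis, Sm, LSm, Prp19, cleavage and polyadenylation, and Integrator) passed under all 15 alternatives. In the authors' deposited table, enriched genes numbered 71, against 40 at an FDR of 0.01 and 165 at 0.25. Guides present in the guide library fell by definition to 99.7% and 98.0% at 10 and 100 reads. Of 40 named genes that were enriched, 7 stayed so under all 20 alternatives and 33 lost the call under at least 1, while 22 that were not enriched gained it under at least 1. Of the named genes that passed, CPSF3L changed sign, to -0.04 with the filter (adjusted p = 1). The list tests that passed kept their direction, although the median of the SUMO list lay at -0.08 in the fit reported and at 0.17 with edgeR. Median reads per guide were 302 to 321 in input and 263 to 313 in sorted libraries, but 7.26 to 10.8% of guides had no read in sorted libraries, so their fold changes depend on the pseudocount.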

Other observations

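Genes that make and mature small RNAs were also among those enriched in sorted cells. The genes and lists in this paragraph and the next were chosen after their values were seen, as were the test of random sampling of cells and the test of HBB exon 1, and the test of essential genes as a group was revised after its values were seen. POLR3E, an RNA polymerase III subunit, had a log2 fold change of 1.62 ± 0.26 (adjusted p = 0.0215), and POLR3K 1.11 ± 0.30. SNAPC2, of the complex that activates snRNA promoters, had 1.05 ± 0.18 (0.0285), and ICE1, of the little elongation complex at snRNA genes, 1.85 ± 0.46 (0.0152). Without the genes seen first, the median of 9 RNA polymerase III genes lay 1.02 above that of all genes (percentile 100 of 10000 random lists matched on input), with 5 of the 9 above, and that of 8 genes of snRNA transcription 0.83 above (percentile 99.9), with 6 of the 8 above, although 0 of these remaining genes passed by RRA. U6 snRNA is made by RNA polymerase III, and most other spliceosomal snRNAs by RNA polymerase II, with Integrator forming the 3' ends of the latter. Guides are themselves made by RNA polymerase III from a U6 promoter, and what its loss does to them was not tested.

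TAF7, a subunit of TFIID, had a log2 fold change of 1.35 ± 0.20 (adjusted p = 0.0153), GTF2A1 1.34 ± 0.23 and CREBBP 2.92 ± 0.37. Without the genes seen first, 13 genes of TFIID and TFIIA had a median 0.56 above that of all genes (percentile 99.6), with 9 of the 13 above and 0 passing by RRA. MAT2A, which makes the methyl donor of m6A, had 1.10 ± 0.36 (0.0306), and ADNP, a chromatin protein, 0.90 ± 0.18 (0.0432). MGEA5, which encodes OGA, the target of thiamet G, was lower in 3 of 3 sorted libraries (-3.01 ± 0.84), with an unadjusted limma p of 0.0072 and an adjusted depletion p of 0.906.

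Spliceosome genes were enriched, and the question is whether any essential gene would be. If few reads of guides against essential genes had inflated the fold changes, essential control genes would have been called as often, but 0% of 159 were, against 16.4% of 116 spliceosome genes. With guides of a mean input of at least 200, 2 of 99 spliceosome genes and 0 of 127 essential controls were called. Without sorted library 2 the counts were 2 of 116 and 0 of 159. Such counts are too low to part the groups, but with the filter the medians lay 0.86 and 0.09 above all genes. Whether loss of any essential gene raises GFP stays open. The joint median of the essential controls lay at percentile 89.6 of random lists matched on input, above their middle but within their range, and the lists parted, with ribosomal proteins at percentile 99.2, aminoacyl-tRNA synthetases at 97.4, replication at 48.4 and the proteasome at 0.16. Relative to all genes, the median of the essential controls was -0.25 in the fit reported and -0.40 to 0.11 across settings. It was above 0 only with the filter, edgeR and DESeq2. Spliceosome genes stood 0.85 to 1.32 above across settings. By the matched percentiles, a smaller rise shared by some essential classes may still add to the spliceosome's.

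Guides with no read were far more common in sorted than in input cells, which may reflect how few cells the sort collected. The share at 0 among non-targeting guides was 1.53%, or 1.39 times the 1.10% of targeting guides matched on input. A bound written beforehand set it against all targeting guides (8.71%, ratio 0.176), which was wrong because non-targeting guides had a median input of 664 against 262. The rate of loss per unit of input differed by at most 1.22 times between deciles 1 to 9 of guides by input, as random sampling of about 3.40, 2.73 and 3.46 cells per guide would give, although the spread was 1.42 times that of such sampling. Whether the sorted libraries shared cells or molecules stays open. Of 995 non-targeting guides, 1 was at 0 in all 3 sorted libraries, against 0.0013 expected of independent losses. This expectation gave all guides the same chance of loss. Over all guides in sorted library 1, that chance fell from 31.1% in decile 1 of input to 0.156% in decile 9. The excess therefore cannot decide on sharing. The log2 sorted over input of non-targeting guides, which shares the inputs, correlated at 0.03, 0.04 and 0.182 between sorted libraries. These lay below the 0.3 that sharing was taken to need, with 1 pair above the bound of 0.1 set against it.

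HBB exons 2 and 3 lie in the reporter, and 1 HBB guide in exon 2 (GCTCATGGCAAGAAAGTGCT, chromosome 11, 5226686 to 5226705) went from 454, 363 and 355 in input to 6916, 5133 and 8073 in sorted cells, a log2 fold change of 4.08 ± 0.34 (limma adjusted p = 0.0261). The gene's unadjusted enrichment p was 0.00115, with an adjusted p of 0.200, and its log2 fold change was -0.15 ± 0.62. The guides in exon 1, which the reporter lacks, reached at most -0.13, and the other guide in exon 2 had -2.29 ± 2.33. Cleavage of the reporter may explain the first guide, but only 1 of the 2 guides in exon 2 was enriched. The paper describes the reporter's exon 2 as assembled from parts, and whether it carries each guide's target was not tested. The other guide's lack of enrichment therefore cannot decide, and cleavage by the first guide stays open, as does an effect of that guide elsewhere.

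OGT guides lay outside the reporter's exons 4 and 5, and the lowest had a log2 fold change of 4.41, so cleavage of the reporter by them was argued against. Guides with several perfect genomic sites had a median log2 input over library of -0.15, against 0.03 with 1 site, and -0.82 with over 20 sites. Under each of the symbols MARCHF1 and MARCHF2 the table held 8 guides, of which 4 matched another gene (MTARC1 and MTARC2), so these symbols merge 2 genes each. The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.1. The real split gave 62 enriched genes against 1 in the highest other, 71 guides against 0, 3 genes by limma against 0 and 17 lists against 7. The sides of a split have no order, so counts of the other splits are the higher of both directions (both together for limma genes and lists), while the real 62 and 71 are those enriched. For depleted genes the real split gave 1, and the highest other gave 1, called as enriched, with 4 splits as high when the real split is included.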
